A study of Homo sapiens with 16 samples. Its data were reported in "Wnt signaling preserves progenitor cell multipotency during adipose tissue development" (2023).

How the data were processed

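Polyadenylated RNA was measured by bulk RNA sequencing in human mesenchymal progenitor cells grown out of subcutaneous adipose tissue. Cells of 2 donors, called donor A and donor B here, were induced toward the adipogenic fate and collected at day 0, 3, 7 and 14. Each donor and day had 2 replicate cultures, which made 8 groups of donor and day and 16 libraries. The inducing cocktail held isobutylmethylxanthine (IBMX, which raises cyclic AMP), the glucocorticoid dexamethasone and insulin. It was given for the first 3 days, and the cells were then kept in plain serum medium. The methods describe only partial replacement of the medium at each change, so how fast the cocktail left the cultures is unknown. The labels call the day 0 cultures undifferentiated controls. The methods of the study give plain serum medium for control cultures and an endothelial growth medium for cultures in growth, and do not tie either to the day 0 libraries by name.

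The authors prepared stranded mRNA libraries, sequenced them as single-end reads of 75 cycles, and ran the DolphinNext pipeline with RSEM for mapping and quantification against the hg19 build of the human genome. The RSEM version and the annotation release are not given in the sources used here. The authors deposited 1 table per donor with TPM (transcript abundance per 1000000) for 25807 genes in each library, written with 2 decimals. TPM divides the estimated read count of a gene by its length and scales each library to 1000000, which was checked for all 16 libraries. Both tables listed the same transcripts for every gene, and every column of values was used. TPM keeps no depth, so the number of reads behind a value is unknown, and no counting intervals or detection floors could be given. The authors tested for differential expression with DESeq2, which needs counts and was not used here. The reference at hand was of the GRCh38 build, so no coordinates are printed and gene symbols are those of the deposited tables.

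All tests used log2(TPM + 1), and a log2 fold change on this scale understates the change of genes near 0 TPM. Genes with 1 TPM or more in at least 2 libraries were tested, which left 14724. Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend). All 16 libraries entered one fit with day and, as an additive term, donor. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of 1 or more. The difference between donors in a change (donor B minus donor A) and each donor's own change came from a limma fit with one mean per donor and day. Because each donor has its own table, donor and table cannot be separated, and each change over time lies within a table. TPM values are given as mean ± SD over the 4 libraries of a day, an SD that holds the difference between the donors. Principal components and shares of the total sum of squares with permuted labels were computed over the 1000 most variable genes. The distance between 2 libraries was the root mean square difference in log2(TPM + 1) over the 14724 tested genes.

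Gene lists were tested with limma's camera with the inter-gene correlation estimated from the data, two-sided, and adjusted over 9 list tests. The 3 tested lists came from the text of the study and were an adipocyte list (ADIPOQ, PLIN1, LPL, FABP4 and LEP), a progenitor marker list (THY1, ENG and NT5E) and a list of SWAT and Wnt target genes (MGP, CTHRC1, DCN, SFRP2, DPP4, DKK1, SNAI2 and WISP2). Some of these genes were picked by the study from related cultures or from these libraries, so the lists are not independent evidence. Further lists, described by their median change only, were adipogenic transcription factors, the Wnt pathway, an ephrin pair, genes of non-induced progenitors, markers of other lineages, glucocorticoid-responsive and cAMP-responsive genes, cholesterol synthesis, fatty acid and triglyceride synthesis, cell cycle, endothelial, leukocyte, collagen, contractile and interferon genes. All of these were written before the data were examined. A list of integrated stress response genes and one of endoplasmic reticulum chaperones were written after values of some members had been seen.

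The genes named in the text were fixed by rule before the data were examined: genes the text of the study names, the 3 called genes with the largest rise and the 3 with the largest fall in each consecutive comparison among those whose 4 libraries of one day all lay above the 4 of the other and whose mean reached 5 TPM on the higher day, and members of the lists. For the difference between donors only genes named by the study are given. Genes that could reveal traits of a person are not named. Genes outside this rule are marked in the text as chosen after their values were seen.

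The fits were tested on simulated data with the real genes' donor means and spread within groups, drawn independently for each gene and library. Changes were put only into genes above the lowest levels, and all were larger than the limit on the fold change. Only 200 genes were made to change differently between donors. For day 3 against day 0, with 14724 genes tested, 200 of 200 changed genes were called and 0 others. For the donor difference from day 7 to day 14, 198 of 200 changed genes were called with 4 others, and where no donor difference was made (day 0 to day 3) 0 genes were called. Without an effect the smallest adjusted p of the 9 list tests was 0.894, and a list shifted on purpose reached 5.4e-08. These runs do not show how genes near 0 TPM, changes close to the limit or lists of correlated genes behave. They also do not show the effect of widespread donor differences on the fit of both donors.

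The alternatives fixed before the data were examined were pseudocounts of 0.1 and 0.5, no filter on low values or a mean of 5 TPM or more, rescaling of libraries by the median of ratios or by quantile normalization, a variance prior without trend or with robust estimation, a fit without the donor term, with one mean per donor and day, or with only the libraries of the 2 days compared, the replicate number as a block, other thresholds (adjusted p under 0.001, or no limit on the fold change), fry or a preset correlation of 0.01 for the lists, 500 or 5000 genes for the variance shares, unit variance scaling, and leaving out each of the 16 libraries in turn. A correction of each library for GC content and transcript length was added after seeing the data. It used GENCODE transcripts of GRCh38 only as a source of sequence composition, and 12902 of the 14724 tested genes (87.6%) had values. For each comparison of days, the 35 splits of its 8 libraries into 4 and 4 were fitted as well. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and plots.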

Results

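The data described how the messenger RNA of adipose-derived mesenchymal progenitors changed over 14 days after the start of adipogenic induction. The cells came from 2 donors, and each donor was sampled at 4 days with 2 replicate cultures, so that each day had 4 libraries. Day 0 cells, collected before induction, served as the controls. The depth of the libraries is unknown because the values are TPM. Between 13150 and 13706 genes reached 1 TPM in a library, and the 10 most abundant genes took between 10.24% and 12.002% of the total. Replicate cultures correlated at Pearson's r between 0.992 and 0.997 across genes, which are not independent replicates. Between 0.469% and 0.774% of the tested genes lay more than 2-fold apart between replicates, and no pair of libraries held the same values.

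The first question was how the libraries were arranged by day and by donor. Over the 1000 most variable genes, day accounted for 79.1% of the sum of squares (permutation test of day labels within donor, one-sided toward a large share, p = 1e-05, the smallest that 100000 resamples can give). Donor accounted for 12.2% (exact permutation test of donor labels within day, one-sided, p = 0.00154, the smallest that 1296 arrangements can give), the interaction of donor and day for 6.39%, and replicate cultures for 2.33%. The first 2 principal components held 43.6% and 33.8% of the variance, and components 3 and 4 held 11.8% and 4.37%. The root mean square log2 distance between libraries over all tested genes was largest from day 0 to day 3, with a mean of 0.870 in donor A and 0.860 in donor B. From day 3 to day 7 it was 0.592 in donor A and 0.694 in donor B. From day 7 to day 14 it was 0.562 in donor A and 0.341 in donor B, where replicate cultures lay 0.166 to 0.292 apart. Libraries of different donors on the same day lay between 0.448 and 0.539 apart on average. Among the alternatives, a pseudocount of 0.1 moved the share of day most, to 67.2%.

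**Figure D1:**
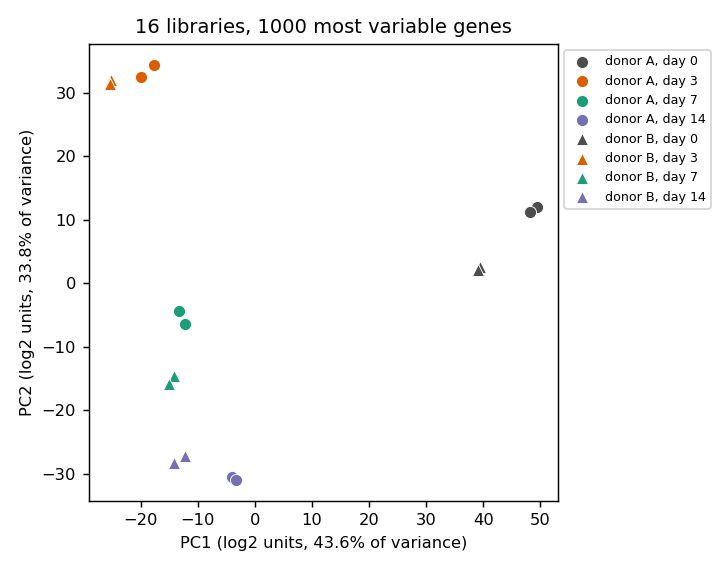
Scores of the 16 libraries on the first 2 principal components of log2(TPM + 1) over the 1000 most variable genes, in log2 units, with colour for day and shape for donor (circles, donor A; triangles, donor B). Day 0 lies apart from the later days along the first component (43.6% of the variance), and days 3, 7 and 14 follow one another along the second (33.8%).

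The second question was when the largest changes took place. With limma, 2045 of 14724 genes were called at day 3 against day 0, of which 1051 were higher and 994 lower. At day 7 against day 3, 1159 genes were called, 820 higher and 339 lower, and at day 14 against day 7, 304 were called, 185 higher and 119 lower. The net comparison of day 14 with day 0 called 1658 genes, 1155 higher and 503 lower, and 948 higher and 628 lower after quantile normalization. The direction split depended on scaling. At day 3 it turned to 993 higher and 1035 lower after quantile normalization. At day 7 against day 3 the share of calls that were higher was 70.8%, against 62.0% after median of ratios scaling and 58.5% after quantile normalization. At day 14 against day 7 it was 60.9%, against 73.0% after median of ratios scaling and 68.3% after quantile normalization. Removing the limit on the fold change moved the counts most, to 8750, 7060, 3078 and 8092 genes. The 4 libraries of one day all lay on one side of the 4 of the other for 1008 of the 1051 genes called higher at day 3 and for 955 of the 994 called lower. From day 3 to day 7 this held for 748 of 820 and for 302 of 339, and from day 7 to day 14 for 147 of 185 and for 85 of 119. A call itself selects for such a separation. Over all 14724 tested genes it held upward for 3716 (25.2%) and downward for 3593 (24.4%) at day 3. From day 3 to day 7 it held for 3808 (25.9%) and 1816 (12.3%), so upward separation was no rarer than at day 3. From day 7 to day 14 it held for 943 (6.40%) and 1519 (10.3%). Chance gives 1.43% of genes in each direction.

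**Figure D2:**
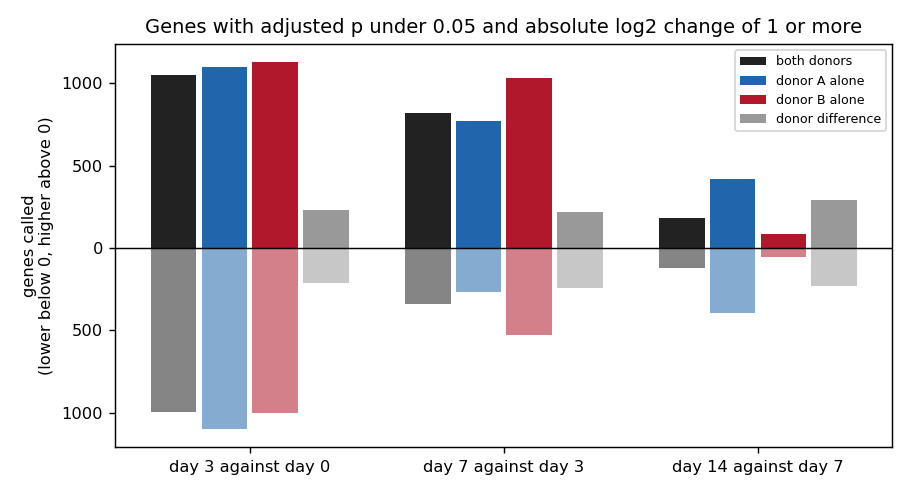
Number of genes called by limma in each consecutive comparison, with higher genes above 0 and lower genes below it, for both donors together, for each donor alone and for the difference between donors. From day 7 to day 14, 815 genes were called in donor A alone and 139 in donor B alone.

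The change of each donor was then compared. Across genes, the log2 fold changes of the donors correlated at r = 0.87 from day 0 to day 3, 0.76 from day 3 to day 7 and 0.46 from day 7 to day 14. Genes are not independent replicates, so these values carry no p. Donor A alone gave 2197, 1038 and 815 calls and donor B alone gave 2133, 1560 and 139 in the 3 consecutive comparisons. Of the genes called in donor A, 97.7%, 95.7% and 86.7% had the same sign in donor B. A test of the difference itself called 446 genes for the change from day 0 to day 3, 464 from day 3 to day 7 and 524 from day 7 to day 14. After median of ratios scaling 446, 425 and 333 of these genes were still called. A pseudocount of 0.1 raised the last count to 909. Genes called in one donor at day 3 and measured in the other, which keeps selection and measurement apart, lay closer to day 0 again at day 14. Genes chosen in donor A as higher at day 3 had a median log2 change of 1.39 in donor B at day 3 and 0.78 at day 14, and genes chosen in donor B had 1.33 and 0.57 in donor A. Genes chosen as lower had -1.25 and -0.43 in donor B, and -1.34 and -0.41 in donor A.

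Adipocyte genes answered whether and when the cells took on the adipocyte program. ADIPOQ was at 0.172 ± 0.140 TPM (SD, n = 4) at day 0, 363 ± 217 at day 3, 171 ± 16.4 at day 7 and 159 ± 99.2 at day 14. Its log2 fold change at day 3 was 8.06 (SE 0.27, limma adjusted p = 9.5e-12). PLIN1 rose by 7.91 (SE 0.33, adjusted p = 6.39e-11), FABP4 by 7.22 (SE 0.20, adjusted p = 1.47e-12) and LPL by 6.50 (SE 0.35, adjusted p = 8.9e-10) at day 3. LEP was not called at day 3 (log2 fold change -0.26, adjusted p = 0.699) and rose from 0.08 ± 0.0535 TPM at day 3 to 7.13 ± 4.99 at day 7 (log2 fold change 2.66, SE 0.53, adjusted p = 0.000752). From day 3 to day 7 FABP4 rose again by 1.79 (SE 0.20, adjusted p = 5.32e-06, and 0.0757 without the donor term), to 2874 TPM. From day 7 to day 14 PLIN1 fell by 1.44 (SE 0.33, adjusted p = 0.00775, and 0.0794 without the donor term).

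Some adipocyte genes lay close to the threshold, where single libraries decided the call. ADIPOQ fell by 0.87 from day 3 to day 7 (adjusted p = 0.0165), under the limit of 1. Without donor A day 3 replicate 1 the value was -1.06, without donor A day 7 replicate 1 it was -1.02, and after quantile normalization it was -1.04, and these would be calls. LPL fell by 0.88 (adjusted p = 0.0508). Without donor A day 3 replicate 1 its value was -1.08, without donor A day 7 replicate 1 it was -1.05, without donor A day 7 replicate 2 it was -1.11, and after quantile normalization it was -1.004, with adjusted p from 0.0209 to 0.0359. LEP rose by 1.35 from day 7 to day 14 (adjusted p = 0.0821), and by 1.90 without donor B day 14 replicate 1 (adjusted p = 0.00929).

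As a list, the 5 adipocyte genes rose from day 0 to day 3 with a median of 7.22 and 4 of 5 higher (camera, adjusted p = 0.0398 over 9 list tests). The Benjamini-Hochberg adjustment gave this list the value of the next-ranked test, the progenitor marker list from day 7 to day 14. By its own rank the adipocyte list would not have passed 0.05. Over the alternatives its adjusted p ranged from 5.96e-12 to 0.153. It was 0.0702 without donor A day 7 replicate 1, 0.0563 without donor A day 7 replicate 2 and 0.0501 without donor A day 14 replicate 2. From day 3 to day 7 the median was -0.53 while the mean was 0.44, and the test had the direction of the median with an adjusted p of 0.921. That direction turned upward without donor B day 3 replicate 1 (adjusted p = 0.995) and without donor B day 7 replicate 2 (adjusted p = 0.933). From day 7 to day 14 the median was -0.45 (adjusted p = 0.789). Among single genes of the list, 4 were called at day 3, 2 at day 7 against day 3 and 1 at day 14 against day 7. When adjusted over the list alone, these counts were also 4, 2 and 1.

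The adipogenic transcription factors PPARG, CEBPA and SREBF1 behaved differently from one another. CEBPA rose from 1.01 ± 0.650 TPM at day 0 to 72.1 ± 15.5 at day 3 (log2 fold change 5.22, SE 0.24, adjusted p = 2.2e-10). PPARG was at 126 ± 7.01 TPM at day 0 and rose by 0.94 at day 3 (adjusted p = 0.00618), under the limit of 1. Without donor A day 0 replicate 1 the value was 1.09, without donor A day 0 replicate 2 it was 1.04, and after quantile normalization it was 1.03. From day 7 to day 14 PPARG fell by 1.13 (SE 0.26, adjusted p = 0.00891). Without donor A day 14 replicate 1 that value was -0.96, without donor A day 14 replicate 2 it was -0.88, and without the donor term its adjusted p was 0.0502, so that it was no longer called. SREBF1 rose by 1.19 from day 3 to day 7 (SE 0.34, adjusted p = 0.00903). The median of these 3 genes was 0.94, 0.01 and -0.68 in the consecutive comparisons, and the second value turned to -0.10 after median of ratios scaling and -0.20 after quantile normalization.

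Surface markers of mesenchymal progenitors answered whether the progenitor signature was lost. THY1 rose from 155 ± 15.1 TPM at day 0 to 203 ± 41.5 at day 3, 491 ± 61.5 at day 7 and 724 ± 37.9 at day 14. Its net log2 fold change at day 14 was 2.22 (SE 0.10, adjusted p = 8.3e-10). ENG had a net rise of 1.37 (SE 0.16, adjusted p = 5.44e-06), with a step of 1.05 from day 3 to day 7 (SE 0.16, adjusted p = 9.98e-05, 0.50 in donor A and 1.59 in donor B). That step fell under the limit of 1 after median of ratios scaling (0.94) and quantile normalization (0.90), and without donor B day 3 replicate 1 (0.96), day 3 replicate 2 (0.90), day 7 replicate 1 (0.99) or day 7 replicate 2 (0.94). NT5E fell by 1.52 at day 3 (SE 0.19, adjusted p = 6.09e-06) and rose by 1.07 from day 7 to day 14 (SE 0.19, adjusted p = 0.00187). Without donor A day 14 replicate 1 the rise was 0.98, and without donor A day 14 replicate 2 it was 0.97. Unlike THY1 and ENG, NT5E was lower at day 14 than at day 0 (83.1 ± 8.90 against 144 ± 16.4 TPM, log2 fold change -0.78, adjusted p = 0.00265), under the limit of 1. The 3 markers as a list rose from day 7 to day 14 with a median of 0.57 and 3 of 3 higher (camera, adjusted p = 0.0398, range over the alternatives 7.18e-06 to 0.153). The adjusted p was 0.0702 without donor A day 7 replicate 1, 0.0603 without donor A day 7 replicate 2 and 0.0501 without donor A day 14 replicate 2. From day 0 to day 3 the list had a median of 0.13, a mean of -0.34 and a test direction downward (adjusted p = 0.921), and from day 3 to day 7 its median was 1.05 (adjusted p = 0.433). Of the 3 markers, 1, 2 and 1 were called in the consecutive comparisons, and the same numbers when adjusted over the list alone.

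**Figure D3:**
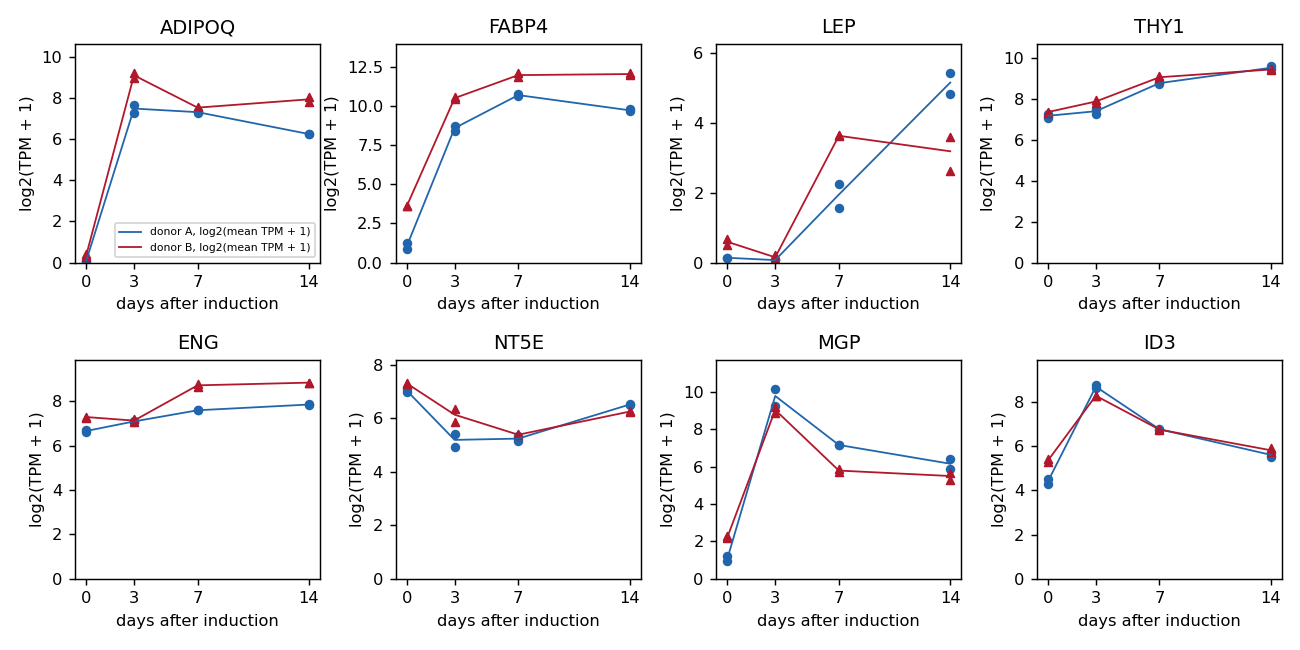
Expression of 8 genes as log2(TPM + 1) against days after induction. Points are single libraries, lines join log2(mean TPM + 1) of the 2 replicate cultures of a donor, blue circles are donor A and red triangles donor B. ADIPOQ and MGP rose by 8.06 and 7.70 at day 3, LEP rose only after day 3, and THY1 was higher at day 14 than at day 0 by 2.22.

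SWAT cells (structural Wnt-regulated adipose tissue-resident cells) are the study's name for cells that keep progenitor features after induction, and the next comparison asked how their genes and targets of Wnt signaling moved in the mixed culture. They went both ways. MGP rose from 2.42 ± 1.502 TPM at day 0 to 696 ± 303 at day 3 (log2 fold change 7.70, SE 0.38, adjusted p = 3.51e-10) and fell by 2.89 from day 3 to day 7 (SE 0.38, adjusted p = 2.06e-05). SFRP2 rose by 4.32 at day 3 (SE 0.48, adjusted p = 1.92e-06). SNAI2 rose by 1.17 and then fell by 1.22. In contrast WISP2 fell by 2.47 at day 3 (SE 0.43, adjusted p = 0.000159), then rose by 1.45 (adjusted p = 0.0118) and by 1.995 (adjusted p = 0.00604), and both rises had adjusted p over 0.05 without the donor term (0.0886 and 0.0618). CTHRC1 fell by 1.44 and then rose by 2.37. DPP4 fell by 2.13 at day 3 and rose by 1.24 from day 7 to day 14, and its rise of 0.88 from day 3 to day 7 became 1.13 without donor B day 3 replicate 2. DCN and DKK1 were not called in any of the consecutive comparisons. The list of 8 was not past the threshold in camera (adjusted p = 0.915, 0.789 and 0.433, medians 0.22, -0.39 and 0.68), and from day 0 to day 3 its genes split into 4 higher and 4 lower. Of the 8, 6, 4 and 2 were called over all genes and also when adjusted over the list alone. Of the list tests past 0.05 with the estimated correlation, both stayed so under fry and with a preset correlation. The study chose the Wnt targets as higher in SWAT cells than in ADIPOQ-expressing cells of induced cultures. It reports DPP4 and DCN in non-induced cells as well. A fall against day 0 therefore does not go against that choice. The study also reports that a longer SWAT signature, not tested here, was quickly induced and persisted in this time course.

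**Figure D4:**
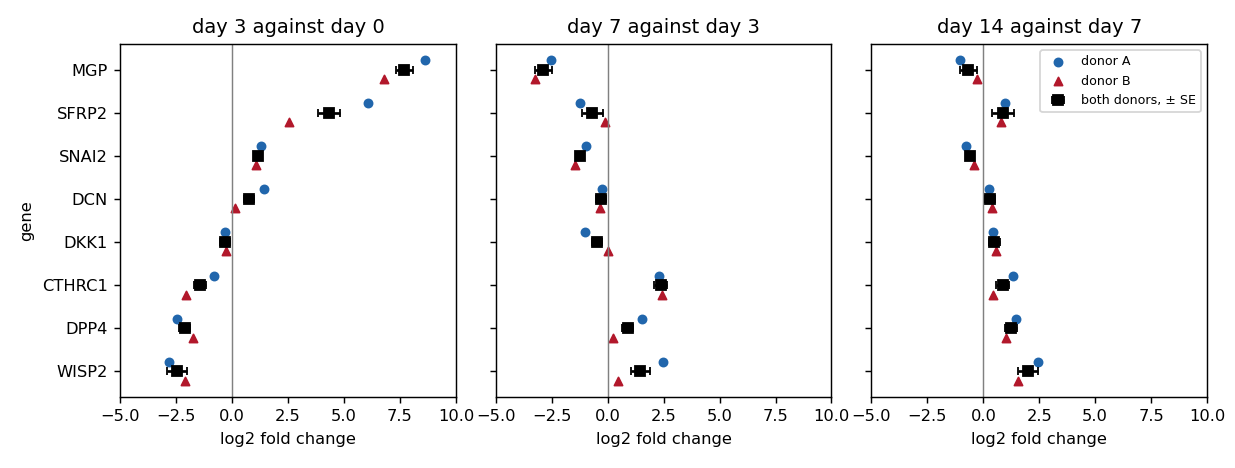
Log2 fold changes on the log2(TPM + 1) scale of 8 SWAT and Wnt target genes in the 3 consecutive comparisons. Black squares are both donors with the standard error of the limma fit, blue circles donor A and red triangles donor B. MGP (7.70) and SFRP2 (4.32) rose at day 3, while DPP4 (-2.13) and WISP2 (-2.47) fell.

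Other genes that the study names were read in the same way. WNT5B fell by 2.27 at day 3 (SE 0.14, adjusted p = 4.29e-09) and rose by 1.35 from day 3 to day 7, WNT11 rose by 1.49 at day 3 (SE 0.14, adjusted p = 4.43e-07), and WNT5A was lower at day 14 than at day 0 (log2 fold change -1.19, adjusted p = 0.00128). CTNNB1 rose by 0.96 at day 3 (SE 0.07, adjusted p = 1.68e-08), and by 1.02 after quantile normalization, which would be a call. TCF7L2, WNT2B and WNT3 were not called, and WNT10B reached at most 0.18 TPM in any library. The 7 tested genes of the Wnt pathway had medians of 0.54, -0.19 and -0.10. The ephrin EFNB1 rose by 1.18 at day 3 (SE 0.09, adjusted p = 2.29e-08), and its receptor EPHB6 rose by 1.39 and then fell by 1.67. ID3 rose from 30.1 ± 11.5 TPM to 358 ± 61.3 at day 3 (log2 fold change 3.59, SE 0.19, adjusted p = 8.88e-10), fell by 1.72 by day 7 and fell by 1.05 by day 14. The last step was -0.95 after median of ratios scaling and -0.996 after quantile normalization, under the limit. ID1 rose by 2.02 and fell by 1.73 in each later step. KRT18, between 0.405 and 4.54 TPM on average, fell by 1.29 and rose by 1.21. POSTN rose by 2.27 from day 3 to day 7 and by 1.31 from day 7 to day 14, the latter with an adjusted p of 0.0670 without the donor term. These 4 genes of non-induced progenitors had medians of 0.51, -0.26 and -0.15, with members going both ways.

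Among markers of other lineages, COMP rose from 1.13 ± 0.800 TPM to 109 ± 75.9 at day 3 (log2 fold change 5.46, SE 0.41, adjusted p = 3.28e-08). ALPL rose by 1.78 from day 3 to day 7 (SE 0.23, adjusted p = 1.67e-05, and 0.0516 without the donor term). SMOC2 rose by 1.56 from day 3 to day 7 and by 1.05 from day 7 to day 14 (adjusted p = 0.0182). The latter was not called with a pseudocount of 0.1 (adjusted p = 0.0904), without the donor term (0.193), without donor B day 7 replicate 1 (log2 fold change 0.87) or without donor B day 7 replicate 2 (0.96). SPP1, ACAN and COL2A1 stayed at or under 0.61 TPM in every library. The 6 tested markers had medians of 0.59, 0.05 and 0.37, and the second turned to -0.05 after quantile normalization.

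The genes with the largest changes by the fixed rule were as follows. At day 3 the largest rises were those of ADIPOQ, PLIN1 and MGP. The largest falls were STEAP4 from 128 ± 21.7 to 1.49 ± 0.190 TPM (log2 fold change -5.68, adjusted p = 6.63e-13), GPR1 (-4.79) and LOC100507065 (-4.77). At day 7 against day 3, SLC2A5 rose from 1.44 ± 0.884 to 120 ± 81.3 TPM (log2 fold change 5.40, adjusted p = 2.36e-09), SNCG by 4.04 and GREM1 by 3.97. MT1X, which belongs to a family of near-identical metallothionein genes and is therefore uncertain, changed by -4.39, PDK4 by -4.34 and HPD by -3.79. At day 14 against day 7, CEMIP rose from 69.4 ± 47.9 to 696 ± 475 TPM (log2 fold change 3.34, SE 0.61, adjusted p = 0.00221), and IL6 by 2.47 (adjusted p = 0.00142). Mean CEMIP went from 28.6 to 1088 TPM in donor A and from 110 to 305 in donor B. Mean IL6 went from 11.2 to 173 TPM in donor A and from 36.2 to 78.5 in donor B. MMP1 rose by 3.35 (SE 0.97, adjusted p = 0.0254) and rested on donor A, where it went from 0.36 and 0.27 TPM to 59.9 and 72.0. Its adjusted p was 0.0625 without donor A day 7 replicate 1, 0.0669 without donor A day 7 replicate 2, 0.1 without donor A day 14 replicate 1 and 0.0955 without donor A day 14 replicate 2. ABCC2 fell by 2.64, ALDH1L1 by 2.42 and LMO3 by 2.41.

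Lists of genes that respond to the cocktail or mark cell states were described by their median log2 fold change at day 3 against day 0, day 7 against day 3 and day 14 against day 7. The medians were 1.24, -1.22 and -0.66 for 14 glucocorticoid-responsive genes, and 2.22, -0.96 and 0.08 for 10 cAMP-responsive genes. Cholesterol synthesis had -0.47, 1.06 and -0.50 over 16 genes, and fatty acid and triglyceride synthesis had 1.46, 0.45 and -0.72 over 12. The 20 cell cycle genes had -0.18, 0.36 and -0.48. The 11 collagen genes had -0.47, 1.06 and 0.29, the 7 tested contractile genes -0.18, 0.81 and 0.52, and the 9 interferon genes -0.97, 0.74 and -0.26. The ephrin pair had 1.29, -0.64 and -0.55. Of the 10 endothelial genes 4 were tested, with medians of -0.10, 0.61 and -0.07 and no value above 5.77 TPM. Of the 10 leukocyte genes 4 were tested, with medians of 0.64, -0.32 and 0.22, and only CD68 was abundant, with up to 271 TPM, while PTPRC stayed at or under 0.03 TPM. None of the medians in this paragraph changed sign after median of ratios scaling or quantile normalization.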

Values the study reported

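The study counted 3,268 genes as changed from day 0 to day 3. It gave 1,908 genes from day 3 to day 7 and 413 genes from day 7 to day 14.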

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

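The tests of the timing of the donors and of a falling share of adipocytes, the correction for GC content and transcript length, and the use of median of ratios scaling as a test of unequal scaling, were chosen after the results were seen. The limma tests of the difference between donors, and the refit with that scaling, were fixed before the data were examined.

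The donors changed differently in each consecutive step by a test of the difference itself (donor B minus donor A, limma, adjusted p under 0.05 and an absolute log2 difference of 1 or more). The change from day 0 to day 3 differed for 446 genes, that from day 3 to day 7 for 464 and that from day 7 to day 14 for 524, of 14724 tested. Median of ratios scaling gave 450, 455 and 506 genes, of which 446, 425 and 333 were among those called before. From day 3 to day 7 and from day 7 to day 14 that argues against unequal scaling as the whole cause. From day 0 to day 3 all 446 calls stayed, so this scaling removed none and cannot test that step. Quantile normalization, which did remove calls there, kept 423 of the 446, so most of these did not depend on it. In the last step median of ratios scaling nevertheless decided the call of 191 of the 524 genes. For these, unequal scaling and a difference between donors cannot be told apart, since total RNA and depth are unknown. Correction for GC content and transcript length gave 448, 473 and 497 genes. Of the called genes with GC values, which are those it could move, 375 of 390, 385 of 412 and 397 of 464 were still called, which argues against such a trend as the whole cause. A sequence variant against the reference, or a difference between the tables, that multiplies all days of a donor alike would largely cancel in these differences for genes far above 1 TPM, but not for genes near 0 TPM, because of the pseudocount. Replicate cultures lay 0.166 to 0.292 apart, while cultures of one donor on consecutive days lay at least 0.315 apart. A batch that differed by day within a donor may contribute and stays open, since the labels give none. A biological difference between the donors also stays open and was not tested, because 2 donors do not show how donors vary.

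From day 0 to day 3, 11 of the 38 tested genes that the study names differed between donors. Donor B rose more for ADIPOQ (difference 1.36) and PLIN1 (1.02). It rose less or fell more for SFRP2 (-3.54), COMP (-2.89), MGP (-1.82), SMOC2 (-1.65), WNT5A (-1.46), ID3 (-1.35), DCN (-1.30), CTHRC1 (-1.22) and ID1 (-1.04). The differences of ADIPOQ and PLIN1 depended on the pseudocount and were 0.42 and 0.38 with a pseudocount of 0.1, neither past the threshold, because both genes started near 0 TPM with a higher level in donor B. PLIN1 was also under the limit of 1 with a pseudocount of 0.5 (0.81), after quantile normalization (0.91), and without donor A day 0 replicate 1 (0.93), donor A day 3 replicate 1 (0.81), donor B day 0 replicate 1 (0.99) or donor B day 3 replicate 2 (0.998). ID1 was under it without donor A day 3 replicate 1 (-0.94), and CTHRC1 without donor A day 3 replicate 2 (-0.87). The other 7 of these genes stayed past the threshold under each of the 22 alternatives run on single genes.

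From day 3 to day 7, 10 of the 38 genes differed. The change in donor B was more positive for COMP (1.80), WNT5A (1.68), LEP (1.65), SFRP2 (1.14), ENG (1.09) and DKK1 (1.03), and more negative for WISP2 (-2.01), ADIPOQ (-1.40), PLIN1 (-1.33) and DPP4 (-1.27). LEP lost the call with a pseudocount of 0.1 (adjusted p = 0.0771), without donor A day 3 replicate 1 (0.0515), donor A day 7 replicate 1 (0.0845), donor B day 3 replicate 2 (0.0553) or donor B day 7 replicate 2 (0.0560). DKK1 lost it without donor A day 3 replicate 2 (difference 0.90), donor A day 7 replicate 1 (0.89) or donor B day 3 replicate 1 (0.80). Median of ratios scaling and quantile normalization left all 10 genes past the threshold, which argues against unequal scaling as the whole cause for them. All 10 were also past it after the correction for GC content and transcript length, which could not move WISP2 for lack of a GC value.

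From day 7 to day 14, 10 of the 38 genes differed. Donor A fell while donor B fell less or rose for LPL (difference 2.25), PLIN1 (2.16), CEBPA (1.69), PPARG (1.502), ADIPOQ (1.46), SREBF1 (1.21), ID1 (1.05) and FABP4 (1.04). LEP went the other way (-3.75), since it rose in donor A and not in donor B, and POSTN rose more in donor A than in donor B (-1.002). After median of ratios scaling FABP4 (0.75), SREBF1 (0.92) and ID1 (0.78) were under the limit of 1, and ID1 was also under it after quantile normalization (0.89). FABP4 lost the call after the correction for GC content and transcript length as well. FABP4 was under it without donor A day 7 replicate 2 (0.97), donor A day 14 replicate 2 (0.98), donor B day 7 replicate 2 (0.92) or donor B day 14 replicate 2 (0.95). ID1 was under it without donor A day 7 replicate 1 (0.93), donor A day 14 replicate 1 (0.92) or donor B day 7 replicate 2 (0.91). POSTN was under it with pseudocounts of 0.1 (-0.98) and 0.5 (-0.99), and without donor A day 7 replicate 2 (-0.99), donor A day 14 replicate 2 (-0.70), donor B day 7 replicate 1 (-0.96) or donor B day 14 replicate 2 (-0.82).

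A falling share of adipocytes with unchanged content per cell was weighed for the fall in donor A. It predicts the same log2 fall for every adipocyte gene. The prediction named ADIPOQ, PLIN1, LPL, FABP4, LEP and CEBPA. In donor A from day 7 to day 14 FABP4 changed by -0.97, ADIPOQ by -1.06, CEBPA by -1.53, LPL by -1.69 and PLIN1 by -2.52, while LEP changed by 3.22. The 5 genes without LEP spanned 1.55, with LEP the 6 spanned 5.74, and the largest standard error was 0.31. That argues against a change in cell share alone. A change of the share together with a change within cells may still apply and was not tested.

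A difference in timing, in which donor B ran ahead of donor A, was weighed for the step from day 7 to day 14. Of the 815 genes called in donor A in this step, 71.2% had the same sign in donor B from day 3 to day 7, against 86.7% in donor B from day 7 to day 14. By the criterion written for this test, that speaks against an earlier course in donor B. The size pointed the other way, since the median change of these genes in donor B toward the direction of donor A was 0.59 from day 3 to day 7 and 0.40 from day 7 to day 14. The sampled days are too far apart to show where between them a change took place, so a difference in timing and a difference in the course itself cannot be told apart for these genes.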

How the results depend on the processing

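The correction for GC content and transcript length and the count of splits balanced within donors were chosen after the data had been seen. The other alternatives here were fixed before the data were examined.

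The 4 counts of genes called between days stayed within 1.5 times in 53 of 60 alternatives that kept every library and in 64 of 64 that left one out. Without one library they ranged from 1983 to 2091 at day 3 against day 0, from 1101 to 1217 at day 7 against day 3, from 205 to 402 at day 14 against day 7 and from 1573 to 1747 at day 14 against day 0. In groups of 2 the remaining culture of a group was assumed to vary like the other groups. With no limit on the fold change the counts were 8750, 7060, 3078 and 8092, and the differences between donors 1888, 2147 and 4733, which follows from the looser criterion. With an adjusted p under 0.001, day 14 against day 7 had 115 genes and the differences between donors 273, 259 and 293, from the stricter criterion. A pseudocount of 0.1 gave 1909 genes at day 7 against day 3, 506 at day 14 against day 7, and 678 and 909 donor differences from day 0 to day 3 and from day 7 to day 14. Fold changes of genes near 0 TPM grow with a smaller pseudocount by construction. Of the genes called with a pseudocount of 1, 1156 of 1159 and 295 of 304 were also called with 0.1. A mean of 5 TPM or more lowered the donor differences from day 3 to day 7 to 303, with fewer genes tested. Similar counts did not always hold the same genes. Median of ratios scaling kept 2044 of 2045, 1011 of 1159, 271 of 304 and 1654 of 1658 calls between days, and 446 of 446, 425 of 464 and 333 of 524 donor differences. Quantile normalization kept 423, 418 and 354 of the donor differences. The counts of donor differences were within 1.5 times in the other 27 of 36 alternatives and in 48 of 48 without one library.

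Chance was weighed for the counts by splitting the 8 libraries of each comparison into 4 and 4 in all 35 ways. Only 1 of the 35 splits, the real one, gave as many calls at day 3 against day 0, and the same held for 1 of 35 at day 7 against day 3, 1 of 35 at day 14 against day 7 and 1 of 35 at day 14 against day 0. Over the 35 splits the share was 0.0286, the smallest that 35 splits can give. This excludes chance as the source of these counts only if libraries can be exchanged between donors. These splits set the donors aside. Of the 18 splits with 2 libraries of each donor on both sides, only the real one gave as many calls in each comparison, and the next counts were 2, 3, 2 and 11. That share of 0.0556 is the smallest that 18 splits can give, so within donors alone this count cannot exclude chance. The second largest counts were 43, 3, 129 and 11. The split by donor gave the 43 and the 129, the latter against 304 for the days. After the correction for GC content and transcript length 2035, 1149, 298 and 1618 genes were called. Of the 1834 genes called at day 3 that have GC values, 1730 were still called, which argues against such a trend as the whole cause of the 2045 genes.

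The list tests were less firm. The adipocyte list at day 3 against day 0 was past 0.05 at 0.0398, and was at 0.0706 with a pseudocount of 0.1, 0.0592 after median of ratios scaling, 0.0674 after quantile normalization, 0.153 without the donor term and between 0.0272 and 0.0702 without one library. The progenitor marker list at day 14 against day 7 was likewise at 0.0398, and was at 0.0706, 0.0932, 0.0833 and 0.153 under the same settings and between 0.0272 and 0.0702 without one library. Both had an adjusted p over 0.05 without donor A day 7 replicate 1 (0.0702 and 0.0702), donor A day 7 replicate 2 (0.0563 and 0.0603) or donor A day 14 replicate 2 (0.0501 and 0.0501). These 2 results are not separate, since the adjustment gave the adipocyte list the 0.0398 of the progenitor marker list. Equal values under other settings can arise in the same way. Such a loss does not show that the adipocyte rise at day 3 depends on libraries of later days. Under fry, which does not compare a list with the other genes, the progenitor marker list passed at day 3 (0.0454, downward) and day 7 (6.89e-07) and the SWAT and Wnt target list at day 3 (0.00433). With a preset correlation the SWAT and Wnt target list passed at day 14 against day 7 (0.0473). The direction of the adipocyte list at day 7 against day 3, which was not past the threshold, turned upward under fry (0.0836), median of ratios scaling (0.921) and quantile normalization (0.964), and without one library its adjusted p ranged from 0.810 to 0.995. It also turned upward without donor B day 3 replicate 1 (0.995) and donor B day 7 replicate 2 (0.933). Quantile normalization turned the progenitor marker list at day 3 upward (0.982). Except for the settings where the construction is named, the cause was not tested.

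Variance shares kept their side of the threshold in all 14 alternatives and 32 fits without one library, with 67.2% to 81.3% for day and 11.2% to 14.4% for donor. Of 92 results for single genes, a set drawn up after values were seen, 74 kept their call in every alternative run and 18 changed it in at least one. No single gene reversed its direction. Calls gained by other genes were not counted. Of the 31 differences between donors in genes named by the study, 21 kept their call in every alternative run, 10 lost it in at least one, and none reversed.

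The replicate number within a donor was also fitted as a block. With it 2044, 1153, 290 and 1656 genes were called, and 443, 462 and 514 donor differences, with no change to the call of a list. The correlation of deviations of libraries with the same number within a donor ranged from -0.308 to 0.266 with a median of -0.03 over 12 pairs of groups, over 0.1 in 3 and under -0.1 in 4, so the numbers do not pair the cultures. Depth limits every value here to an unknown extent, because TPM carries no read number and the precision of low genes cannot be given.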

Other observations

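The tests on the mitochondrial copies, on the stress response list and on the glucocorticoid list below day 0 were chosen after the results were seen. The tests of hormone withdrawal and of per-million scaling were written before.

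The number of genes called from day 0 to day 3 was 2045 here. That is lower than the number quoted from the study above. The number called from day 3 to day 7 was 1159 here. That is also lower than the number quoted from the study above. The number called from day 7 to day 14 was 304 here. That is lower too, by under 1.5 times. These directions hold for the pseudocount and the limit on the fold change used here. With a pseudocount of 0.1 the counts were 2965, 1909 and 506, of which the first stayed lower than the quoted number, the second lay next to it and the last was higher. With no limit on the fold change they were 8750, 7060 and 3078, each higher. The thresholds behind the quoted numbers are not given in the sources used here.

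Several genes that rose most at day 3 fell afterward, among them MGP (-2.89 from day 3 to day 7, -2.55 in donor A and -3.24 in donor B) and, under the limit, ADIPOQ (-0.87, with -0.16 in donor A and -1.57 in donor B). A candidate explanation is the withdrawal of the inducing hormones after day 3. It predicts that glucocorticoid-responsive and cAMP-responsive genes rise to day 3 and fall from day 3 to day 7 in both donors. The 14 glucocorticoid-responsive genes had a median of 1.24 at day 3, with 12 higher, and of -1.22 from day 3 to day 7, with 0 higher in either donor. The medians of that fall were -1.30 in donor A and -1.02 in donor B. The 10 cAMP-responsive genes had medians of 2.22 and -0.96, with 8 of 10 lower in the second step. At day 14 the cAMP-responsive genes still had a median of 1.003 against day 0 (1.21 in donor A and 0.52 in donor B). Of the 10 genes 8 were higher and 2 lower, so as a list they had not returned to day 0. The medium was replaced only in part after day 3. Leftover cocktail and another influence on their level therefore cannot be told apart. MT1X and MT2A on the first list have near-identical copies and are uncertain. The fall of both lists after day 3 is what withdrawal predicts. It does not show that MGP follows the hormones, since time and withdrawal coincide, and ADIPOQ, which barely fell in donor A, did not follow the prediction in both donors.

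THY1 and ENG rose over the course while the cells were driven toward another fate. If fewer abundant transcripts on later days had raised all other values through the per-million scaling, rescaling would remove the rise. After median of ratios scaling ENG was still higher at day 14 than at day 0 by 1.37, and THY1 by 2.22. That scaling moved little between these days, with 1654 of 1658 calls kept, so it tests little here. Quantile normalization moved more and left rises of 1.24 and 2.10, which argues against per-million scaling as the whole cause of the net rise. The ENG step from day 3 to day 7 fell under the limit of 1 after either rescaling (0.94 and 0.90), so scaling may contribute to that step. A change in cell makeup and a change within cells both stay open and were not tested.

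Genes of the integrated stress response, which answers to amino acid shortage and other stress, were high at day 0 and low afterward. The pattern was prompted by TRIB3 and SLC7A5, chosen after their values were seen. TRIB3 was at 331 ± 96.8 TPM at day 0 and 11.6 ± 2.96 at day 3 (log2 fold change -4.70, SE 0.15, limma adjusted p = 6.99e-12), and SLC7A5 at 110 ± 5.47 and 3.77 ± 1.98. A list of 21 further genes, without these and written after some of its values had been seen, had a median of -1.95 at day 3, with 19 of 21 lower. It was still at -1.56 at day 14 against day 0, again with 19 of 21 lower, and had medians of -1.87 in donor A and -1.77 in donor B at day 3. The presence of the cocktail predicts a return to the level of day 0 once it is gone, and at day 14 the list had not returned. The medium was replaced only in part after day 3, and how much cocktail was left is unknown. The glucocorticoid-responsive list was below day 0 at day 14, with medians of -0.79 in donor A and -0.39 in donor B. That argues against the glucocorticoid of the cocktail as the only cause of the low stress response list at day 14. The cAMP-responsive list was still above day 0 (median 1.003). The rest of the cocktail as the only cause therefore stays open. From day 3 to day 7 and from day 7 to day 14 the medians of the stress response list were 0.25 and -0.09. The latter turned to 0.01 after median of ratios scaling. A separate list of 8 endoplasmic reticulum chaperones had medians of -0.52, 1.13 and 0.10 in the consecutive steps and 0.80 at day 14 against day 0. Whether the medium of day 0 differed from that of later days is not stated for these libraries, and no value here tests it.

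The glucocorticoid-responsive list lay below day 0 at day 14, with a median of -0.63 and 11 of 14 lower. A glucocorticoid in the medium of the day 0 cultures may explain a raised start. The labels call these cultures controls, and the methods of the study give plain serum medium, with no glucocorticoid named, for control cultures, which goes against it. The same methods give an endothelial growth medium for cultures in growth, and how long before collection the day 0 cultures left it is not stated. No value here decides, so this and an actual fall below a baseline without hormone cannot be told apart. ZBTB16 (-2.06) and FKBP5 (-2.44) were among the lower genes, and SGK1 (1.02) was higher.

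Of the MTRNR2L genes, nuclear copies of mitochondrial ribosomal RNA, the 6 that were tested rose by 0.74 to 1.18 from day 0 to day 3. A candidate explanation is that reads of mitochondrial transcripts were assigned to nuclear copies. The 10 copies, taken from the GRCh38 reference, were 78.5% to 95.3% identical to the mitochondrial genome over 45.9% to 100% of their transcripts. The copies closer to it had more TPM, with a Spearman correlation of 0.891 across the copies (permutation test with 100000 resamples, two-sided, p = 0.00111), which are not independent replicates. The values are those that read sharing predicts, so a change of these genes is uncertain. The deposited values hold 0 genes with the MT- prefix that marks genes of the mitochondrial genome. Those genes could therefore not be compared under these names. MIR6723 took 1.097% of all TPM at day 0, 2.87% at day 3, 1.90% at day 7 and 1.82% at day 14, far above what a microRNA precursor would give in an mRNA library. MIR6723 was chosen after its values were seen, as were the MTRNR2L genes. The cause was not tested for MIR6723.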
